# Overexpressed *vs* mutated *Kras* in murine fibroblasts: a molecular phenotyping study

**DOI:** 10.1038/sj.bjc.6604882

**Published:** 2009-02-03

**Authors:** M Horsch, C V Recktenwald, S Schädler, M Hrabé de Angelis, B Seliger, J Beckers

**Keywords:** *Kras* mutation, *Kras* overexpression, murine fibroblast cell lines, gene-expression profiling

## Abstract

Ras acts in signalling pathways regulating the activity of multiple cellular functions including cell proliferation, differentiation, and apoptosis. Amino-acid exchanges at position 12, 13, or 61 of the *Kras* gene convert the proto-oncogene into an activated oncogene. Until now, a direct comparison of genome-wide expression profiling studies of *Kras* overexpression and different *Kras* mutant forms in a single assay system has not been carried out. In our study, we focused on the direct comparison of global gene expression effects caused by mutations in codon 12 or 13 of the *Kras* gene and *Kras* overexpression in murine fibroblasts. We determined *Kras* cellular mRNA, Ras protein and activated Ras protein levels. Further, we compared our data to the proteome analysis of the same transfected cell lines. Both overexpression and mutations of *Kras* lead to common altered gene expression patterns. Only two genes, *Lox* and *Col1a1,* were reversely regulated in the *Kras* transfectants. They may contribute to the higher aggressiveness of the *Kras* codon 12 mutation in tumour progression. The functional annotation of differentially expressed genes revealed a high frequency of proteins involved in tumour growth and angiogenesis. These data further support the important role of these genes in tumour-associated angiogenesis.

The Ras gene family (*Hras*, *Nras, Kras4A, and 4B*) encodes small intracellular, membrane-associated proteins, which are regulated by the GDP/GTP cycle. Switching between the active GTP-bound and the inactive GDP-bound state is regulated by GTPase-activating proteins (Marshall, 1995) and guanine nucleotide exchange factor proteins (Downward, 1996). Activated Ras stimulates a cascade of serine/threonine kinases that control diverse biological processes including cell proliferation, differentiation, or apoptosis. The *Kras* proto-oncogene becomes oncogenic by single point mutations in codon 12 or 13, which locks the mutated *Kras* gene product in the GTP-bound activated state (Barbacid, 1987). These mutant forms of Ras transduce signals that result in oncogenic transformation, angiogenesis, invasion, and metastasis by downstream pathways (Olson and Marais, 2000). Frequently, activated *Kras* oncogenes were identified in human bladder, lung, breast, and kidney cancer (Fujita *et al*, 1988; Solana *et al*, 1992; Yuasa *et al*, 1994; Orntoft and Wolf, 1998) as well as in carcinoma of the colon (Capon *et al*, 1983) and in acute myeloid leukaemia (Neubauer *et al*, 1994). In addition to the Ras mutants, the generation of multiple *Kras* gene copies has been detected in murine mammary tumours.

Despite the prevalent role of *Kras* mutations in tumorigenesis, only a few studies have assessed genome-wide transcriptional changes in *Kras*-transfected cell lines. Transcript expression analyses have been performed comparing normal rat embryo fibroblasts and cells transformed by mutant *Hras*, *Kras,* and *Nras* (Zuber *et al*, 2000). Neoplastic transformation driven by the mutated *Kras* oncogene was analysed by expression profiling of rat ovarian epithelial cells (Tchernitsa *et al*, 2004). Differentially regulated genes in response to an activated mutation in *Kras* or *Hras* were analysed in a colon adenoma cell line, employing microarray technology (Roberts *et al*, 2006). Transcriptome analysis described changes in gene expression levels of embryonic mouse fibroblasts carrying a mutation in codon 12 of *Kras* (Vasseur *et al*, 2003). These studies showed that genes regulated by the activated forms of Ras involve cellular processes associated with tumorigenesis.

Clinical studies have suggested that tumour cells carrying *Kras* codon 13 mutations are less aggressive than those with codon 12 mutations (Bazan *et al*, 2002). Different levels of aggressiveness in the transforming phenotype induced by mutations in *Kras* codon 12 or 13 and the overexpression of the *Kras* proto-oncogene in transfected NIH3T3 cells were also described (Guerrero *et al*, 2000). These results suggest that despite many similarities in their oncogenic capacity, the different mutant forms and Ras overexpression may activate also distinct downstream targets that are responsible for the different oncogenic capacities.

So far, a direct comparison of genome-wide transcript profiles of different *Kras* mutant forms and *Kras* overexpression in a single assay system has not been performed. Because of these reasons we used genome-wide expression profiling analysis to investigate differences among samples of murine fibroblasts carrying *Kras* codon 12 or 13 mutations and cells that constitutively overexpress the wild-type (wt) *Kras* gene. In wt *Kras,* the codons at position 12 and 13 encode two adjacent glycines located in the GDP/GTP-binding site of Ras. The G12V and G13D mutations lead to the constitutive binding of GTP and as a consequence to a permanent activation of the signal transduction cascade. We analysed *Kras* NIH3T3 transfectants carrying mutations at codon 12 (Kras^G12V^) or 13 (Kras^G13D^) or overexpress wt *Kras* (Kras^oe^). The non-transfected parental (NIH3T3) and mock-transfected cells (Kras^mock^) served as controls. The total amounts of *Kras* cellular RNA, Ras, and active Ras proteins were measured in all cell lines. Hierarchical clustering of differentially expressed genes was used to compare the gene expression patterns of the distinct transfected cell lines. Furthermore, we analysed the functional classification of the regulated genes and their role in distinct carcinogenic processes.

## Materials and methods

### *Kras*-transfected cell lines

Wildtype and mutated *Kras* genes were amplified by RT–PCR from human cell lines and cloned into the pIRES*hyg* expression vector of murine NIH3T3 fibroblast as recently described (Recktenwald *et al*, 2007). Total RNA from transfecants and non-transfected cell lines was obtained according to the manufacturer's protocols using RNeasy Midi kits (Qiagen, Hilden, Germany). The RNA concentration was calculated from OD_260/280_ readings and 2 *μ*g RNA aliquots were run on formaldehyde agarose gels to check for RNA integrity.

### DNA microarrays

Glass cDNA chips were produced as recently described (Horsch *et al*, 2008). A full description of the approximate 21 000 probes on the microarray is available in the GEO database under GPL3697. The expression data of *Kras*-transfected NIH3T3 cell lines have been submitted to the GEO database (GSE8372).

Four independent dual colour hybridisations including two dye swap experiments were performed with RNA from each of the four transfected cell lines (in total *n*=16) using non-transfected cells as reference. All experiments were performed according to a modified TIGR protocol (Horsch *et al*, 2008). Slides were scanned with a GenePix 4000A microarray scanner and the images analysed with the GenePix Pro6.1 image processing software (Molecular Devices, CA, USA).

### Analysis of gene expression levels

Statistical analyses were performed with TIGR Microarray Data Analysis System (TM4) including MIDAS (Microarray Data Analysis System; Quackenbush, 2002) for normalisation and SAM (significant analysis of microarrays; Tusher *et al*, 2001) for identification of genes with significant differential regulation. Cluster analyses were employed using HCL (hierarchical cluster analyses; Eisen *et al*, 1998).

Expression data were processed (MIDAS) applying a total intensity normalisation, and low-quality array elements were eliminated by several filtering methods, such as background checking for both channels with a signal/noise threshold of 2.0, one bad tolerance policy parameter, and a flip dye consistency check. First, a multiclass SAM analysis for the identification of significant gene regulation in Kras^oe^, Kras^G12V^, and Kras^G13D^ transfectants was performed. Therefore, three groups of experiments were specified: Four chip hybridisations of Kras^oe^-, Kras^G12V^-, and Kras^G13D^-transfected cell lines built a separate group. Genes were considered as significant if they were differentially regulated in at least two of the three specified groups. Second, significantly regulated genes in the Kras^mock^ transfectants were identified by one class analysis. The percentage of genes identified by chance is the false discovery rate (FDR), which was estimated by calculating 1000 permutations. For hierarchical clustering of expression profiles, the average-linkage method was applied. As distance metric the Euclidean distance was chosen.

### *In silico* pathway analysis

For *in silico* analysis of differentially expressed genes, EASE, a module of the DAVID database (Dennis *et al*, 2003) assigning genes to gene ontology (GO) functional categories, was employed. EASE analysis, including a Bonferroni multiplicity correlation, evaluated the set of differentially expressed genes for overrepresentation of two categories of GO terms: biological processes and molecular functions.

### Real-time quantitative (qRT) PCR

Ten differentially expressed genes (*Col6a1*, *Fapb5*, *Ftl1, H3f3b, Lox, Prss23, S100a11, Sparc, Sqstm1, and Vim*) as well as the expression levels of *Kras* were assessed by qRT–PCR performed in a 7700 SDS thermal cycler using the SYBR Green I system (Applied Biosystems, Darmstadt, Germany). Two target-specific primer pairs were designed for each selected gene using OligoPerfect™ Designer (Invitrogen, Karlsruhe, Germany) and purchased from Sigma (Taufkirchen, Germany). Duplicate crossing points per marker were averaged per independent experiment for both primer pairs (*n*=16, including two cDNA dilutions). Values were normalised to levels of *β*-actin.

### Analysis of total and activated Ras expression levels

Expression levels of active GTP-bound Ras as well as total Ras were determined as described previously (Recktenwald *et al*, 2007). Activated Ras molecules were isolated with a selective pull-down assay with glutathione S-transferase-Raf1–Ras-binding domain fusion protein (GST-Raf1–RBD) using the EZ-Detect™-Ras-Activation Kit (Perbio, Bonn, Germany). Cells were harvested, lysed, and incubated with GST-Raf1-RBD and one swell gel glutathione disc. After three washing steps with lysis buffer, GTP-bound Ras was eluted with SDS sample buffer (Laemmli UK 1970) and boiled. Equal protein amounts were separated on 12% SDS polyacrlyamide gels and transferred onto nitro cellulose membranes. Ras molecules were visualised by incubation of the membranes with anti-Ras primary antibody followed by incubating with a horse-raddish peroxidase-coupled antimouse secondary antibody. The complexes were detected using the enhanced chemiluminescence Kit (Perbio).

## Results

### Morphological changes of the *Kras* transfectants

As recently described (Recktenwald *et al*, 2007), the morphology of *Kras* transfectants was characterised by a more spindle-like shape and appeared less flat as parental and mock control cells. Furthermore, the *Kras* transfectants exhibit long cell extensions suggesting the development of filo- and/or lamellipodiae. These morphological changes are most prominent in *Kras* mutants and weaker in the Kras^oe^ transfectants. In addition, all *Kras* transfectants show an increased cell growth as indicated by reduced doubling times (data not shown).

### *Kras* transcript and protein expression levels

We measured the levels of *Kras* gene expression in all cell lines investigated by qRT–PCR. No changes in the total amount of *Kras* in Kras^mock^, Kras^G12V^, and Kras^G13D^ cell lines compared with the non-transfected cell lines were identified (Figure 1A). The overexpression of *Kras* was only detected in Kras^oe^ transfectants. Additionally, for the determination of the Ras protein expression, the activation status as well as the total cellular Ras expression of the different Ras oncoproteins was analysed by western blot analysis. Kras^G12V^ and Kras^G13D^ cells showed similar increased levels of total cellular Ras proteins when compared with the parental- (NIH3T3) and mock-transfected cell lines (Figure 1B). Furthermore, activated GTP-bound Ras was only detectable in these two cell lines (Figure 1B). Although the level of *Kras* transcript was not influenced by the mutations, the protein levels and its activity were increased in Kras^G12V^ and Kras^G13D^ cells. *Kras* overexpression on transcript level had no influence on cellular protein or active Ras protein level.

### Comparative analysis of gene expression patterns

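RNA of 4 stable transfectants of NIH3T3, an established line of mouse fibroblasts, was compared with RNA of the non-transfected parental cells on glass cDNA microarrays read in the dyes Cy3 and Cy5. The lines were mock-transfected cells (Kras mock), cells overexpressing wild-type *Kras* (Kras oe) and cells expressing the Kras G12V or the Kras G13D mutant, with 4 arrays for each line. The transfectant was labelled with Cy5 on replicates 1 and 2 and with Cy3 on replicates 3 and 4. The deposited table holds the authors' log2 ratio of the channels for 20355 probes on each of the 16 arrays, after their total intensity normalisation, with array medians between −0.019 and 0.022. The direction of the ratio is not given in the sources used here and was taken as likely Cy5 over Cy3, from the dye labels and from the directions of regulation printed for *Lox* and *Col1a1*, so the signs of these 2 genes are not independent of the paper. Replicates 3 and 4 were turned accordingly, so that every ratio below is the transfectant over NIH3T3. On each array one constant between 16.28 and 17.48 was repeated on several probes, while the highest other value of the table was 8.559, and this constant was set to missing. The probes with a value then numbered 17382 to 19473 per array in Kras mock (median 17813), 17307 to 18054 in Kras oe (median 17444), 17122 to 17624 in Kras G12V (median 17426.5) and 19374 to 19533 in Kras G13D (median 19469.5). The interquartile range of the log2 ratios was 0.531 to 0.706 on the Kras G13D arrays and 1.1 to 1.27 on the others. Over all probes, arrays of one line with the same dye orientation correlated at a median r of 0.175 in Kras mock, 0.113 in Kras oe, 0.113 in Kras G12V and 0.209 in Kras G13D, and those of opposite orientation at −0.095, −0.032, −0.066 and −0.011, so the ratios hold a dye effect. It cancels in the mean of a line where a probe has as many values in both orientations, and otherwise part of it stays. Probes with a value on all 4 arrays numbered 14419 in Kras mock, 13314 in Kras oe, 12946 in Kras G12V and 18293 in Kras G13D. Spot intensities were not used here, so the signal/noise filter of the methods could not be repeated, and the number of arrays limits the precision. The platform's annotation paired 14030 probes with 1 gene symbol and 5 with several, and the other 6320, among them any probe of *Kras* itself, were unnamed here. The mean log2 ratio of each line was tested against 0 with limma, with one spread for all 16 arrays. A probe was called at a Benjamini-Hochberg adjusted p under 0.05 together with a ratio over 1.5, and a gene on several probes was given as the mean of its probes. This test leaves out the spread of the NIH3T3 cells themselves. Nothing in the sources says that the 4 arrays of a line came from separate cultures, so the p-values measure the spread between hybridisations, which may be technical.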

In this study, a comparison of global gene expression effects caused by mutations in codon 12 (Kras^G12V^) or 13 (Kras^G13D^) of the *Kras* proto-oncogene and *Kras* overexpression (Kras^oe^) in murine fibroblasts was performed. 

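In Kras oe 47 probes were higher and 49 lower than in NIH3T3 of 18757 tested, in Kras G12V 9 were higher and 16 lower of 18599, and in Kras G13D none was higher and 2 were lower of 19730. In at least 2 of these 3 lines 8 probes were called. *Gsta4*, a glutathione transferase that detoxifies products of lipid peroxidation, and *Anxa8*, an annexin, were lower in all 3. The log2 ratio of *Gsta4* was −1.70 ± 0.25 (SD, n = 4) in Kras oe, −1.93 ± 0.39 in Kras G12V and −1.71 ± 0.06 in Kras G13D, and that of *Anxa8* −2.22 ± 0.40, −1.49 ± 0.56 and −2.0 ± 0.23 (SD, n = 4 each), with adjusted p of 0.00215, 0.00237 and 0.0116 for *Gsta4* and 0.000987, 0.0433 and 0.0116 for *Anxa8* from limma. In Kras G13D neither was called with any one Kras G13D array left out, nor with the replicate number as a block. Both probes of *Fn1*, which encodes the matrix protein fibronectin, were lower in Kras oe and Kras G12V, the one at −2.21 ± 0.23 and −1.57 ± 0.16 and the other at −1.66 ± 0.43 and −1.46 ± 0.41 (SD, n = 4). The ferritin heavy chain gene *Fth1* (−1.33 ± 0.26 and −1.18 ± 0.22) and *Igfbp4*, a binding protein of insulin-like growth factors (−1.41 ± 0.38 and −1.31 ± 0.36), were lower in these lines too. *Rhox5*, a homeobox gene of the X-linked reproductive cluster, was higher at 2.25 ± 0.31 in Kras oe (adjusted p = 0.00102 from limma) and 2.16 ± 0.40 in Kras G12V (0.00333), against 0.51 ± 0.29 in Kras G13D (adjusted p = 1), and so was an unnamed probe (1.18 ± 0.05 and 2.11 ± 0.22). Among the probes called in Kras oe and measured on all 4 arrays, *Fbln5*, a protein of elastic fibres, reached 3.19 ± 0.59 (adjusted p = 0.000987 from limma) and *Ccna2*, which encodes cyclin A2, 3.04 ± 1.26 (0.00906), while *Ddit3*, a transcription factor of the endoplasmic reticulum stress response, was at −2.72 ± 1.01 (0.00215) and *Gsto1* at −2.18 ± 0.33 (0.00125). In Kras mock these 4 genes lay on the same side, at 1.90 ± 0.98, 2.35 ± 1.13, −1.71 ± 0.20 and −1.57 ± 0.50 (SD, n = 4), and *Gsto1* was called there (adjusted p = 0.0235 from limma). Of the probes measured on 2 arrays in Kras oe, *Lgr4* (−4.43 ± 1.32), *Ubqlnl* (3.89 ± 0.18) and *Col4a2* (3.76 ± 0.44) had stronger ratios (SD, n = 2). In Kras G12V *Slpi*, a secreted protease inhibitor, was higher (2.27 ± 0.60, adjusted p = 0.0482 from limma), and *Timp3*, an inhibitor of matrix metalloproteinases, was lower (−2.46 ± 1.23, 0.0144), as was *Adgrf5* (−1.84 ± 0.46, 0.0117). A multiclass SAM was written for this purpose, which tests differences among the 3 lines and not from NIH3T3. With 100 permutations over the 10706 probes measured on all 12 arrays of the 3 lines, it called 12 probes, of which 7 had a ratio over 1.5 in at least 2 lines. *Rhox5* and *Fbln5* were among these, beside *Gas1*, a growth arrest gene, at 2.03 in Kras oe, −1.18 in Kras G12V and 1.05 in Kras G13D. The counts depend on how the spread is estimated: with array weights, chosen after the narrower spread of the Kras G13D arrays was seen, 27, 3 and 431 probes were called in Kras oe, Kras G12V and Kras G13D, and with each line fitted alone or with dye-swap pairs averaged none was. A dye term raised the count in Kras oe to 166. With one array left out the count in Kras oe was 27 (without Kras oe replicate 4) to 52 without any one Kras oe or Kras G13D array and 80 to 127 without any one Kras mock or Kras G12V array, and that in Kras G12V was 17 without Kras mock replicate 2, 18 without Kras G12V replicate 1 and 8 to 13 without any other array.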

A multiclass SAM analysis identified 61 genes significantly regulated in at least two out of the three Kras^oe^, Kras^G12V^, and Kras^G13D^ transfectants compared with non-transfected parental cells. Significance was assigned using an FDR threshold of <0.05 in conjunction with a ratio threshold of >1.5. In all, 17 out of 34 genes significantly regulated in Kras^mock^ transfectants were also identified as differentially expressed in the three experimental cell lines (Kras^G12V^, Kras^G13D^, and Kras^oe^). 

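In Kras mock 3 probes were higher and 23 lower than in NIH3T3 of 19185 tested. The lower genes included several of the defence against oxidative stress and of iron storage. The log2 ratio was −1.87 ± 0.38 (SD, n = 4) for the ferritin light chain gene *Ftl1* (adjusted p = 0.00135 from limma), −1.91 ± 0.76 for *Hmox1*, a heme oxygenase (0.0105), −1.96 ± 0.35 for *Gsta4* (0.00135) and −1.82 ± 0.46 and −1.77 ± 0.23 for 2 probes of *Sqstm1*, an autophagy receptor (0.00546 and 0.00484). *Maoa*, a monoamine oxidase, was at −2.17 ± 0.56 (adjusted p = 0.00135 from limma), the aldehyde dehydrogenase gene *Aldh3a1* at −2.48 ± 0.87 (0.00484), and *Ero1a*, an oxidase of protein folding in the endoplasmic reticulum, at −2.85 ± 1.32 (0.0158). Higher were *Cd24a*, a cell surface glycoprotein (2.18 ± 0.77, 0.0468), *Top2a*, a topoisomerase of dividing cells (1.77 ± 0.99, 0.0488), and an unnamed probe. Of the 26 probes, 22 were also called in Kras oe, 6 in Kras G12V and 2 in Kras G13D, where independent lists of these lengths would share 0.135, 0.0351 and 0.00277, and 25, 24 and 25 lay on the same side of 0, where over all probes 55.3%, 53.3% and 55.1% did. The overlap with the probes called in at least 2 of the 3 *Kras* transfectants was 6, namely *Gsta4*, *Anxa8*, *Fth1*, both probes of *Fn1* and the unnamed probe. In Kras mock *Anxa8* was at −1.6 ± 0.36, *Fth1* at −1.39 ± 0.32 and *Fn1* at −1.81 ± 0.36 and −1.51 ± 0.50 (SD, n = 4). All arrays have NIH3T3 RNA in the other channel, so part of this overlap may come from that RNA. The test also used one spread per probe for all lines. A probe of low spread is therefore more easily called in several lines than independent lists assume. Without Kras mock replicate 3 the 26 probes became 3, and a one-class SAM with the 16 possible sign changes called 0 of 14419 probes, against 1380 probes at an unadjusted p under 0.05 in limma.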

On the basis of the rational that the altered expression level of these 17 genes was most likely caused by the transfection procedure itself, these genes were excluded from the subsequent hierarchical clustering and GO term analyses.

Hierarchical cluster analysis was applied on the remaining 44 genes differentially expressed in at least two out of three experimental *Kras* transfectants, but not in the Kras^mock^ cell line. 

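*Rhox5* and *Igfbp4* were the 2 called genes left after the probes of Kras mock had been taken out. In Kras mock *Rhox5* had a log2 ratio of 1.04 ± 0.63 (SD, n = 4, adjusted p = 0.208 from limma) and *Igfbp4* one of −0.47 ± 0.30 (0.708), on the same side of 0 as in the other lines. Of the 29 genes of Figure 2 that have a named probe here, 22 lay above 0 in all of Kras oe, Kras G12V and Kras G13D, with medians of 0.74, 0.66 and 0.79, and 4 lay below 0 in all of them. In Kras mock the 22 and the 4 lay on the same side of 0 too, apart from *Anxa3* (−0.14) and *Rpl13a* (−0.12). In Kras oe 7 of the 29 were called and in Kras G12V and Kras G13D none, though with array weights 1 was called in Kras oe, none in Kras G12V and 18 in Kras G13D, and since the study chose these genes on the same arrays their directions are not independent evidence. Among the higher genes of Kras oe were *Atp5k*, a subunit of ATP synthase (1.25 ± 0.37, SD, n = 4, adjusted p = 0.0409 from limma) and *Cox7b*, a subunit of cytochrome c oxidase (0.86 ± 0.11, 0.0470). The call of *Cox7b* was lost with the replicate block, with array weights and with any one array left out other than Kras mock replicate 2, and that of *Atp5k* with array weights and without any one Kras oe or Kras G13D array, Kras mock replicate 1 or Kras G12V replicate 2 or 3. *Scpep1*, a serine carboxypeptidase, was lower in Kras oe (−1.07 ± 0.22, adjusted p = 0.0213 from limma), as was *Oxr1*, a gene of oxidation resistance, which was also lower in Kras mock (−1.33 ± 0.15 and −1.48 ± 0.48, 0.0198 and 0.0131). For *Oxr1* the ratio was −0.48 ± 0.47 in Kras G12V and −0.56 ± 0.46 in Kras G13D, neither called. The genes on different sides of 0 in the 3 lines were *Lox*, *Col1a1* and *Nfic*. *Nfic* was among them only through Kras G12V, where it lay at the level of NIH3T3 (−0.002 ± 0.62, SD, n = 4).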

The cluster algorithm classified the selected genes into three groups based on the similarities in expression patterns across the transfectants (Figure 2): the first group comprises upregulated genes (Figure 2, indicated as ‘A’), the second group comprises the downregulated genes (Figure 2, indicated as ‘B’) in the Kras^oe^-, Kras^G12V^-, and/or Kras^G13D^-transfected cell lines. The genes of the subgroup C were upregulated in Kras^oe^, downregulated in Kras^G12V^, and showed no regulation in Kras^G13D^ (Figure 2, indicated as ‘C’). For *Lox*, both non-overlapping sequences represent similar values of transcriptional changes compared with the reference cells. 

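The array carries 3 probes of *Lox*, which encodes the enzyme lysyl oxidase that crosslinks collagen and elastin. Probes 1602 and 18433 gave similar mean log2 ratios, with 0.72 ± 0.30 (SD, n = 4) and 0.77 in Kras oe, −1.02 and −0.83 in Kras G12V and −0.04 and 0.00 in Kras G13D. Probe 20301 differed from both, with −0.05 in Kras oe, 0.28 in Kras G12V and 0.26 in Kras G13D. In Kras mock the 3 probes were at 0.27, 0.31 and −0.35. For probe 1602 the adjusted p from limma was 0.358 in Kras oe and 0.247 in Kras G12V, so none of these ratios passed the threshold. In Kras G12V probe 1602 read −0.25 and −0.40 on the arrays with the transfectant in Cy5 and −1.52 and −1.91 on those with the transfectant in Cy3, while probe 18433 had the reverse pattern, with −1.22 and −1.33 in Cy5 and −0.49 and −0.26 in Cy3. *Col1a1*, the gene of a chain of type I collagen, has one well measured probe, 4831, and a further one measured on only 1 or 2 arrays of a line.

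**Figure D1:**
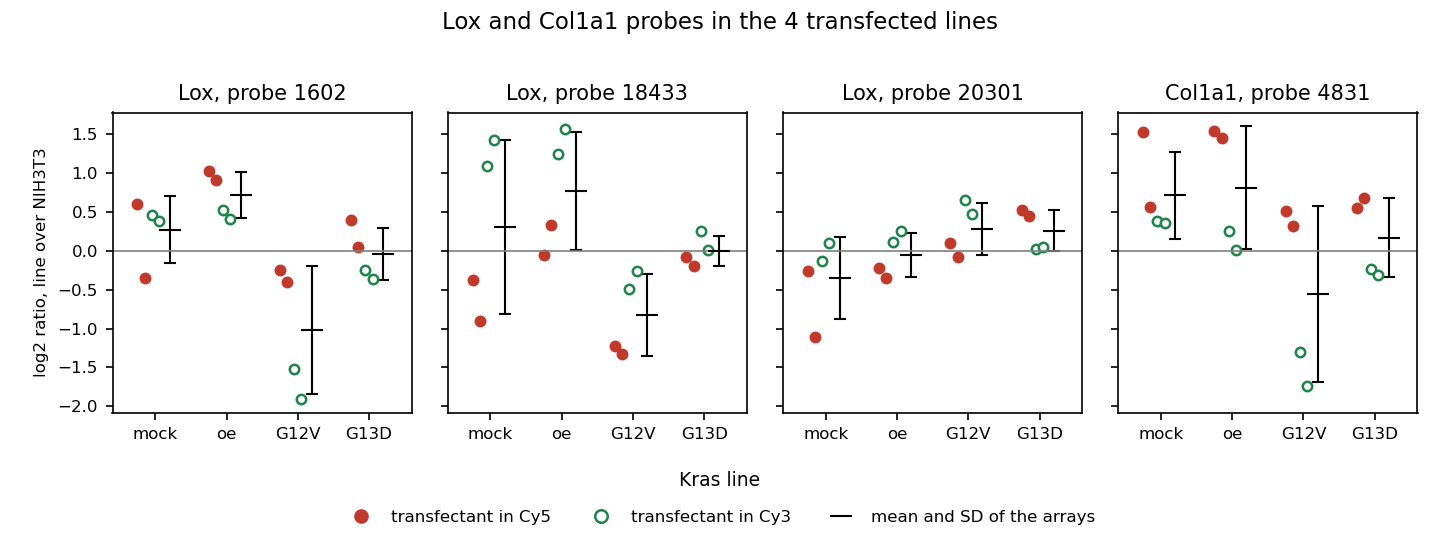
Log2 ratios of the transfectant over NIH3T3 (y axis) on each array for 3 probes of *Lox* and probe 4831 of *Col1a1*, by *Kras* line (x axis). Filled points are arrays with the transfectant in Cy5, open points arrays with the transfectant in Cy3, and black marks give the mean and SD of the arrays. In Kras G12V the *Lox* probe 1602 lies below 0 on all 4 arrays, and the *Col1a1* probe lies above 0 on both Cy5 arrays and below 0 on both Cy3 arrays.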

Increased expression levels of 1.8/1.9-fold changes for *Lox/Col1a1* were found in Kras^oe^. 

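Over all its probes *Lox* had a log2 ratio of 0.48 ± 0.24 (SD, n = 4) in Kras oe, a ratio of 1.39, and was above 0 on 4 of 4 arrays. *Col1a1* had 0.61 ± 1.04 (SD, n = 4), a ratio of 1.52, and was above 0 on 3 of 4 arrays. This mean includes the probe measured on 2 of the arrays, and probe 4831 alone was at 0.81 ± 0.79 (SD, n = 4, adjusted p = 0.472 from limma) and above 0 on 4 of 4. Neither gene passed the test, with an adjusted p of 0.418 for *Lox* and 0.594 for *Col1a1* from limma. The chain *Col6a1* of type VI collagen was higher in Kras oe (1.23 ± 0.27, adjusted p = 0.0294 from limma). In Kras mock *Lox* was at 0.08 ± 0.64 and *Col1a1* at 0.58 ± 0.30 (SD, n = 4), and limma called neither gene between Kras oe and Kras mock.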

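In Kras G12V *Lox* was below 0 on all 4 arrays and *Col1a1* on 2 of 4. The log2 ratio of *Lox* over its 3 probes was −0.52 ± 0.08 (SD, n = 4, adjusted p = 0.453 from limma) and that of *Col1a1* −0.44 ± 1.06 (SD, n = 4, adjusted p = 0.757), so neither was called. On probe 4831 of *Col1a1* the arrays with the transfectant in Cy5 read 0.51 and 0.32 and those with it in Cy3 −1.3 and −1.75. The difference between Kras oe and Kras G12V was 1.73 on the *Lox* probe 1602 (standard error 0.41, adjusted p = 0.252 from limma), 1.60 on probe 18433 (0.53, adjusted p = 0.394) and 1.37 on the *Col1a1* probe (0.56, adjusted p = 0.521).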

In Kras^G12V^, *Lox/Col1a1* was downregulated (2.1/1.6-fold changes). Ratios of −1.07 for *Lox* and 1.13 for *Col1a1* in Kras^G13D^ indicate no significant differences between this transfected cell line and the reference. These data indicate that the overexpression of *Kras* (Kras^oe^) influences the regulation of genes similarly to the regulation induced by the mutations in codon 12 or 13 of *Kras*. Yet, cluster analysis revealed more similarities between gene expression patterns of Kras^G12V^ and Kras^G13D^ transfectants (Figure 2) when compared with Kras^oe^ cells.

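Neither *Lox* nor *Col1a1* was called in Kras G13D, and the mean of *Lox* was close to the level of NIH3T3. The log2 ratio was 0.07 ± 0.16 (SD, n = 4) for *Lox*, above 0 on 3 of 4 arrays, and 0.43 ± 0.50 for *Col1a1*, also above 0 on 3 of 4, and the adjusted p from limma was 1.00 for both. Probe 4831 of *Col1a1* alone was at 0.17 ± 0.51 (SD, n = 4, adjusted p = 1.00 from limma) and above 0 on 2 of 4 arrays, and the other probe had a value on 1 array. The Kras G12V line differed from Kras G13D by −0.98 (standard error 0.41) on the *Lox* probe 1602 and by −0.73 (standard error 0.56) on the *Col1a1* probe, at an adjusted p of 1.00 from limma for each.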

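Of the 96 probes called in Kras oe, 71 lay on the same side of 0 in Kras G12V, 85 in Kras G13D and 83 in Kras mock, and 8, 2 and 22 of them were called there. *Ccna2* was at 1.08 ± 0.84 (SD, n = 4) in Kras G12V and 1.90 ± 0.14 in Kras G13D, and *Ddit3* at −1.27 ± 0.81 and −1.04 ± 0.33, none of them called, and both lay on the same side in Kras mock too. *Sirt7*, a deacetylase, was at −2.28 ± 1.19 in Kras oe (adjusted p = 0.0276 from limma) but at 0.23 ± 1.00 in Kras G12V and −0.20 ± 0.25 in Kras G13D. Of the 25 probes called in Kras G12V, 15 lay on the same side in Kras oe, 17 in Kras G13D and 19 in Kras mock. Over all probes 54.6% lay on the same side in Kras oe and Kras G12V, 58.4% in Kras oe and Kras G13D and 56.0% in Kras G12V and Kras G13D. Pearson's r of the mean log2 ratios across probes, which are not independent replicates, was 0.0653 for Kras oe and Kras G12V (jackknife standard error 0.0208, Spearman's rho 0.0896, 17459 probes), 0.147 for Kras oe and Kras G13D (0.0236, 0.199, 18347 probes) and 0.10 for Kras G12V and Kras G13D (0.0139, 0.133, 18209 probes). On the 9909 probes measured on every array, r was higher, at 0.154, 0.432 and 0.286 for these pairs. Unchanged lines with the same spread, simulated 20 times on these 9909 probes, gave −0.00566, −0.00284 and −0.00169. The simulations leave out the NIH3T3 RNA common to all arrays. Over all probes tested in both lines, the 3 lines correlated with Kras mock at 0.0803, 0.0657 and 0.112. Taken against Kras mock on the 9909 probes, the pairs of lines correlated at 0.402, 0.609 and 0.606, where simulated unchanged lines sharing their Kras mock arrays gave 0.495, 0.498 and 0.496. The simulation gave a probe the same spread in all lines, while the Kras G13D arrays spread less. A correlation above or below the simulated value therefore cannot be read as a departure from unchanged lines. The covariances were 0.144, 0.152 and 0.159 against a simulated 0.131, 0.133 and 0.131, an excess of 0.0122, 0.0189 and 0.0271. This excess too rests on the same spread in all lines. It uses the variance between arrays of one dye orientation, chosen after the residual variance of the lines had given −0.0214, −0.015 and −0.00684, so its sign depends on the estimate of noise.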

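Few single genes were called between the lines, and this test can miss many. In simulated arrays with a dye effect, it recovered 5 of 50 2-fold and 31 of 50 4-fold changes between Kras oe and Kras mock. At the level of probes *Adgrf5*, an adhesion receptor, was lower in Kras G12V than in Kras mock, with a difference of −2.74 (standard error 0.37, adjusted p = 0.0352 from limma). With one array left out this call held only without Kras mock replicate 3 or Kras G12V replicate 3, and it was lost with the replicate number as a block and with array weights. At the level of genes 4 were higher in Kras oe than in Kras G12V and 1 was lower. The higher ones were *Adgrf5* (difference 2.17), *Gas1* (3.21), *Ifi205*, an interferon-inducible gene (3.43), and *Tpgs2*, a subunit of tubulin polyglutamylase (3.31), and the lower one *Dbn1*, an actin-binding protein (−2.78), each with an adjusted p of 0.0413 from limma. No probe was called by limma between Kras oe and Kras G12V, Kras oe and Kras G13D, or Kras G12V and Kras G13D, against 1456, 650 and 660 probes at an unadjusted p under 0.05. With each line given its own dye term, a setting added after the data were seen, 15 probes were called between Kras oe and Kras G12V. On the 2 probes called in at least 2 of the *Kras* transfectants and not in Kras mock (*Rhox5* and *Igfbp4*), the Euclidean distance was 0.129 between Kras oe and Kras G12V, 1.74 between Kras oe and Kras G13D and 1.65 between Kras G12V and Kras G13D. Both probes had been called in Kras oe and Kras G12V but not in Kras G13D, so their choice favours a short distance between Kras oe and Kras G12V. On all 9909 probes measured on all 16 arrays the distances were 65.1, 46.9 and 49.1. The Kras G13D arrays spread less, so a distance to Kras G13D holds less noise. The mean squared distance per probe beyond that expected from the spread of arrays of one dye orientation was 0.0527 for Kras oe and Kras G12V, 0.0196 for Kras oe and Kras G13D and 0.0269 for Kras G12V and Kras G13D, and it fell below 0 for all pairs (−0.0238, −0.0223 and −0.0257) when the residual variance of the lines was used.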

Changes in the expression levels of 10 genes (*Col6a1*, *Fabp5*, *Ftl1*, *H3f3b*, *Lox*, *Prss23*, *S100a11*, *Sparc*, *Sqstm1*, and *Vim*) identified as regulated in the microarray experiments were validated by qRT–PCR. With the exception of *H3f3b,* the tendency in terms of up- and downregulation was confirmed in all four cell lines (Figure 3).

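Of the 10 genes, 5 were called in the arrays of at least 1 line: *Sqstm1*, *Ftl1*, *Sparc*, *Fabp5* and *Col6a1*. *Sqstm1*, an autophagy receptor, had a log2 ratio of −2.30 ± 0.22 (SD, n = 4, adjusted p = 0.000377 from limma) in Kras oe and −1.57 ± 0.72 (0.0126) in Kras mock, and lay at −0.78 ± 0.35 in Kras G12V and −0.89 ± 0.36 in Kras G13D. *Ftl1*, the ferritin light chain, was at −1.01 ± 0.09 in Kras oe (adjusted p = 0.0271 from limma), −0.32 ± 0.24 in Kras G12V and −0.80 ± 0.17 in Kras G13D, and lower than these in Kras mock, where it was called too (−1.87 ± 0.38, adjusted p = 4.18e-04). *Sparc*, a secreted matrix glycoprotein, was at 1.63 ± 0.09 in Kras oe (adjusted p = 0.00167 from limma) and *Fabp5*, a fatty acid-binding protein, at 1.2 ± 0.37 (0.0283). The calls of *Ftl1*, *Fabp5* and *Col6a1* in Kras oe were lost with array weights and without any single Kras oe array or Kras G13D replicate 2 or 3. *Col6a1* was higher in Kras mock too (1.27 ± 0.49, adjusted p = 0.0435 from limma) and lay at 0.98 ± 0.37 in Kras G13D and −0.13 ± 0.48 in Kras G12V, which differed from Kras mock by −1.40 (standard error 0.35, adjusted p = 0.339). Its call in Kras mock was lost with the replicate block, a dye term for each line or array weights. With an array left out it held only without Kras mock replicate 2 or Kras G12V replicate 3 or 4. *Vim*, an intermediate filament protein, lay between 0.50 and 0.93 in the 4 lines and the protease gene *Prss23* between 0.57 and 0.89, and neither was called in any. The histone gene *H3f3b* lay at 0.22 ± 0.90 in Kras mock, 0.32 ± 0.51 in Kras oe, 0.88 ± 0.42 in Kras G12V and 0.58 ± 0.19 in Kras G13D and was not called. In Kras mock replicate 2 stood apart from the other arrays of the line for *Sparc* (0.11 against 1.22 to 1.24) and *Prss23* (−0.28 against 1.23 to 1.31). With Kras mock replicate 2 left out *Sparc* was called in Kras mock and Kras G13D.

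**Figure D2:**
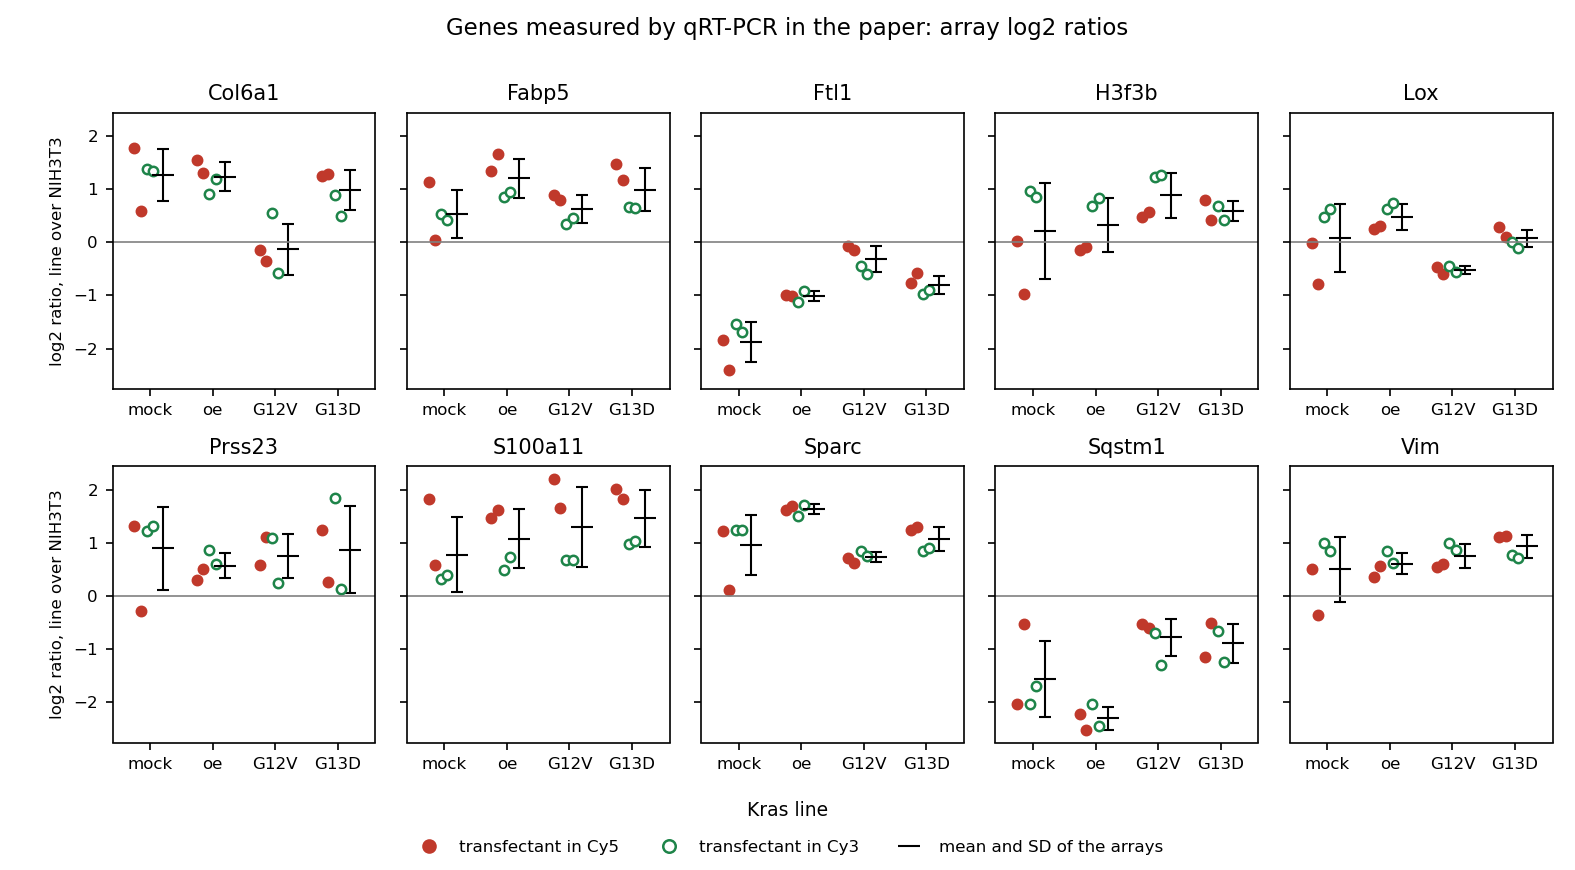
Log2 ratios of the transfectant over NIH3T3 (y axis) for each of the 10 genes on each array, by *Kras* line (x axis). Filled points are arrays with the transfectant in Cy5, open points arrays with the transfectant in Cy3, and black marks give the mean and SD of the 4 arrays. *Sqstm1* and *Ftl1* lie below 0 on all 16 arrays, and *Sparc* and *Fabp5* lie above 0 on all 16.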

### Functional classification of regulated genes

To analyse whether specific functional annotations were overrepresented among the regulated genes, EASE was used to classify the genes for two categories of GO terms: biological processes and molecular functions. The overrepresentation of nine molecular functions was detected (Table 1A): for example, catalytic and structural molecule activity or binding of calcium ions, nucleic acids, lipids, or proteins. 

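The genes of Table 1A were tested as lists against all other genes with limma's camera test (6074 genes, preset correlation 0.01), adjusted over the 380 tests of all lists. The study chose these lists on the same arrays, so their directions are not independent evidence. The 5 genes of transporter activity, subunits of ATP synthase and cytochrome c oxidase beside *Fabp5* and *Sec61g*, had a median log2 ratio of 0.82 in Kras oe (adjusted p = 1.26e-05), 0.62 in Kras G12V (2.57e-04) and 0.71 in Kras G13D (9.46e-08), with 2 of them called higher in Kras oe and 4, 3 and 3 higher when adjusted over the list alone. With an estimated correlation their adjusted p was 0.0727, 0.114 and 0.039. The 4 genes of lipid binding, *Anxa2*, *Anxa3*, *Anxa5* and *Fabp5*, had medians of 0.71, 0.62 and 0.91 (adjusted p = 0.00107, 0.00228 and 3.77e-09, and with an estimated correlation adjusted p = 0.166, 0.199 and 0.032). For the 3 genes of protein binding, *S100a6*, *Sparc* and *Vim*, the medians were 1.23, 0.75 and 1.07 (adjusted p = 6.85e-05, 3.07e-04 and 8.15e-10, and with an estimated correlation adjusted p = 0.108, 0.139 and 0.032). The 6 genes of catalytic activity held *Sod1*, below 0 in all 3 lines, and *Lox*, below 0 in Kras G12V, and had medians of 0.54, 0.32 and 0.62, with an adjusted p of 0.042, 0.542 and 0.0113, and 0.425, 0.791 and 0.349 with an estimated correlation. The 4 measured genes of structural molecule activity were at 0.60, −0.01 and 0.43 and did not pass in any line (adjusted p = 0.675, 0.824 and 0.592), and the 4 of nucleic acid binding were at 0.74, 0.46 and 0.46 (adjusted p = 0.00641, 0.13 and 0.00193, and with an estimated correlation adjusted p = 0.125, 0.379 and 0.0947). Of oxidoreductase activity, *Cox7b*, *Lox* and *Sod1* lay at 0.86, 0.48 and −0.85 in Kras oe, 0.66, −0.52 and −0.73 in Kras G12V and 0.71, 0.07 and −0.75 in Kras G13D. The genes of enzyme regulator activity, *Anxa2*, *Anxa3*, *Anxa5* and *S100a6*, lay above 0 in all 3 lines. In Kras mock the genes of transporter activity, lipid binding, protein binding and enzyme regulator activity lay above 0 too, apart from *Anxa3* (−0.14).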

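Cell growth was the term with the most genes, 11, and all 11 lay above 0 in Kras oe and Kras G13D and 10 in Kras G12V. Its median log2 ratio was 0.77 in Kras oe, 0.56 in Kras G12V and 0.68 in Kras G13D, with 1 gene called, *Fabp5* in Kras oe, and 6, 3 and 5 higher when adjusted over the list alone. The camera test gave an adjusted p of 9.46e-08, 8.56e-06 and 3.61e-14, and with an estimated correlation an adjusted p of 0.0348, 0.0657 and 0.0088. In Kras mock the same genes had a median of 0.37 (adjusted p = 2.15e-04, and 0.106 with an estimated correlation). The 6 genes of cell proliferation, among them the transcription factor *Runx3* and the calcium-binding proteins *S100a6* and *S100a11*, had medians of 0.74, 0.55 and 0.59, with *Ras1* of the table's row read as *Rac1*, which its other rows print (adjusted p = 3.74e-04, 0.00289 and 9.46e-08, and with an estimated correlation adjusted p = 0.0727, 0.114 and 0.0247). The 8 genes of development were at 0.84, 0.55 and 0.76, with *Sod1* below 0 in all 3 lines and *Col1a1* in Kras G12V, and 3 of them were called higher in Kras oe (adjusted p = 1.81e-05, 0.0109 and 9.35e-09, and with an estimated correlation adjusted p = 0.108, 0.352 and 0.0464). The 6 measured genes of nucleic acid metabolism were at 0.77, 0.46 and 0.53 (adjusted p = 2.71e-04, 0.00372 and 4.27e-06, and with an estimated correlation adjusted p = 0.032, 0.0657 and 0.0138), and the 3 of protein metabolism at 0.67, 0.43 and 0.43 (adjusted p = 0.00984, 0.578 and 0.0151, and with an estimated correlation adjusted p = 0.223, 0.773 and 0.262). These lists too were chosen by the study on these arrays.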

GO term analysis of biological processes identified cell growth, development, nucleic acid metabolism, cell proliferation, and protein metabolism as over-represented (Table 1B). Thus, the upregulation of eight calcium-binding proteins suggests that altered intracellular signalling might be associated with constitutive *Kras* activation. Additionally, several genes functionally associated with cell growth, proliferation, development, and structural molecule activity indicate pathways involved in *Kras*-mediated tumour development and metastasis.

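All 8 calcium-binding genes have a named probe. In Kras oe, Kras G12V and Kras G13D 7 of the 8 lay above 0 and *Fbln2*, which encodes the matrix protein fibulin 2, below. *Fbln2* was lower in Kras oe (−1.43 ± 0.27, SD, n = 4, adjusted p = 0.00599 from limma) and in Kras mock (−1.42 ± 0.34, 0.00848), and lay at −0.66 ± 0.15 in Kras G12V and −1.25 ± 0.48 in Kras G13D. Of the other genes only *Sparc* in Kras oe was called. The annexin *Anxa3* was at 0.43 ± 0.54 in Kras oe, 0.76 ± 0.73 in Kras G12V and 0.93 ± 0.18 in Kras G13D, and *Ssr4*, a subunit of the translocon-associated protein complex, at 0.53 ± 0.19, 0.38 ± 0.36 and 0.78 ± 0.33 (SD, n = 4). The median of the 8 genes was 0.57 in Kras mock, 0.71 in Kras oe, 0.68 in Kras G12V and 0.91 in Kras G13D. The camera test gave an adjusted p of 0.0127, 9.05e-04, 3.25e-04 and 8.31e-10 in this order, and with an estimated correlation an adjusted p of 0.35, 0.196, 0.16 and 0.0348. When adjusted over the list alone 2, 5, 4 and 7 genes were higher and 1 lower in each line, on a list that the study chose on these arrays.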

## Discussion

In this study, we focused specifically on the direct comparison of the global gene expression effects caused by mutations in codon 12 or 13 of the *Kras* proto-oncogene and *Kras* overexpression. In general, the significantly differentially expressed genes followed the same tendency of regulation in the three transfected cell lines. Yet, cluster analysis revealed more similarities between gene expression patterns of Kras^G12V^ and Kras^G13D^ transfectants compared with Kras^oe^ cells. The level of cellular RNA was only elevated in Kras^oe^, whereas the amount of activated Ras molecules was increased in Kras^G12V^ and Kras^G13D^ cells. The differences in transcript expression patterns among the transfectants might be due to the mutation-mediated constitutive activation of *Kras*. In contrast, the overexpressed form of *Kras* still can switch from the activated to the non-activated state (Wittinghofer, 1998).

There is clear evidence that the activation of the Raf/MAPK pathway is sufficient for oncogenic transformation mediated by Ras (Ellis and Clark, 2000). The expression of wt and mutant *Kras* alleles caused constitutive activation of this pathway as indicated by the phosphorylation status of *Raf*, *Erk1,* and *Erk2* (Recktenwald *et al*, 2007). 

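No MAP kinase gene was called in any line. Of the MAP kinase list set before the data were examined, 8 genes were measured in Kras oe, Kras G12V and Kras G13D and 7 in Kras mock. *Mapk1* and *Mapk3*, which encode Erk2 and Erk1, have no named probe here. The median log2 ratio of the list was 0.23 in Kras mock, −0.06 in Kras oe, 0.19 in Kras G12V and 0.02 in Kras G13D, with an adjusted p of 0.552, 0.485, 0.554 and 0.998 from camera. *Mapk14*, the gene of p38 alpha, was at 0.14 in Kras oe, 1.21 in Kras G12V and −0.06 in Kras G13D. The kinases upstream, of which 14 to 16 were measured in a line, held no called gene either, with medians of −0.21, 0.07, −0.15 and −0.06 and an adjusted p of 0.0658, 0.669, 0.591 and 0.329. *Map2k1*, the gene of Mek1, was at −0.71 in Kras oe, −0.34 in Kras G12V and −0.51 in Kras G13D. At 4 arrays per line a 2-fold change was recovered for 24 of 50 simulated probes in Kras oe (18757 probes in the test), so changes of this size can be missed.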

Our microarray experiments detected no significant changes in gene expression levels of MAP kinases. However, for the overexpressed genes, *Rac1* and *Sparc* regulatory effects in the MAP kinase pathways has been described (Frost *et al*, 1997; Kato *et al*, 2001).

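*Rac1*, a small GTPase of the Rho family that organises the actin cytoskeleton, lay above 0 in the means of all 4 lines without being called. Its log2 ratio was 0.60 ± 0.40 (SD, n = 4, adjusted p = 0.500 from limma) in Kras oe, 0.43 ± 0.89 (0.710) in Kras G12V, 0.68 ± 0.39 (1.00) in Kras G13D and 0.49 ± 0.73 (0.879) in Kras mock. *Sparc* was called in Kras oe alone and lay at 0.73 ± 0.10 in Kras G12V (adjusted p = 0.273 from limma), 1.07 ± 0.23 in Kras G13D (0.0963) and 0.95 ± 0.56 in Kras mock (0.0871). Between Kras oe and Kras G12V *Sparc* differed by 0.90 (standard error 0.30, adjusted p = 0.408).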

Proteome analysis of the transfected cell lines selected differentially expressed proteins at least 2-fold up- or downregulated compared with NIH3T3 cells (Recktenwald *et al*, 2007). Up to 52 differentially expressed proteins were detected in the various *Kras* transfectants. Our expression profiling analysis identified 44 differentially expressed genes in at least two out of three transfectants (Kras^oe^, Kras^G12V^, and Kras^G13D^). In general, the overlapping transcripts and the proteins followed the same tendency of regulation in the different cell lines. Similar regulation in both transcriptome and proteome studies were found for *Anxa5*, *S100a11*, and *Fapb5* in Kras^G12V^-transfectants as well as for *Sod1* in Kras^oe^. Furthermore, the genes *Lox* and *Col1a1,* and the protein Hsp86 were reversely regulated between the *Kras* transfectants. However, a few proteins (eg, Anxa2) showed a reverse regulation compared with their transcripts. This comparison between differentially expressed proteins and transcripts suggests that changes at the protein level were associated in some cases with a corresponding transcriptional regulation.

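In Kras G12V the calcium-binding gene *S100a11* had a log2 ratio of 1.3 ± 0.76 (SD, n = 4), *Anxa5*, an annexin, of 0.62 ± 0.18, and *Fabp5* of 0.62 ± 0.26, each above 0 on 4 of 4 arrays. The adjusted p from limma was 0.194, 0.360 and 0.380, so none was called. *Sod1*, the copper/zinc superoxide dismutase, was at −0.85 ± 0.30 (SD, n = 4, adjusted p = 0.173 from limma) in Kras oe and below 0 on 4 of 4 arrays. In Kras mock *Sod1* lay at −0.83 ± 0.75, *S100a11* at 0.78 ± 0.71, *Anxa5* at 0.46 ± 0.59 and *Fabp5* at 0.53 ± 0.45 (SD, n = 4). With a dye term *S100a11* was called in Kras G12V. The protein measurements were not analysed here.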

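The transcript of *Anxa2*, a calcium-dependent membrane-binding annexin, had a log2 ratio of 0.82 ± 0.23 (SD, n = 4, adjusted p = 0.225 from limma) in Kras oe, 0.47 ± 0.36 (0.609) in Kras G12V, 0.80 ± 0.33 (0.986) in Kras G13D and 0.87 ± 0.83 (0.344) in Kras mock. It lay above 0 on all 12 arrays of the *Kras* transfectants and was not called in any line.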

Several of the significantly regulated genes identified in our study were annotated with cellular functions such as cell growth (eg, *Atp5a1, Fabp5*, *Runx*, and *S100a6*) and cell death (eg, *S100a11*), angiogenesis (eg, *Anxa2* and *Zfp36l1*), tumorigenesis (eg, *Fabp5*, *Prss23*, and *Runx*), and metastasis (eg, *Lox* and *Sparc*). 

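Of these genes *Fabp5* and *Sparc* were called, in Kras oe. *Atp5a1*, the alpha subunit of ATP synthase, had a log2 ratio of 0.82 ± 0.77 (SD, n = 4, adjusted p = 0.194 from limma) in Kras oe, 0.22 ± 0.31 in Kras G12V and 0.57 ± 0.29 in Kras G13D, and 2 of its 3 probes were called in Kras oe when taken alone. *Runx3* lay at 0.71 ± 0.42 (0.167), 0.26 ± 0.40 and 0.41 ± 0.13, and 1 of its 2 probes was called in Kras oe. *S100a6* was at 1.23 ± 0.61 (0.131), 1.05 ± 0.72 (0.320) and 1.27 ± 0.15 (0.462) and above 0 on all 12 arrays, and *Zfp36l1*, which destabilises mRNA with AU-rich elements, at 0.77 ± 0.74 (0.405), 0.67 ± 0.64 and 0.43 ± 0.19. With a dye term *S100a6* was called in Kras oe.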

Genes with very similar functional annotations were also regulated in expression studies of Kras^G12V^-transformed rat embryonic fibroblast (Tchernitsa *et al*, 2004) in tumours derived from Kras^G12V^ mouse embryonic fibroblasts (Vasseur *et al*, 2005) and in a human colon adenoma cell line constitutive active *Kras* due to a mutation in codon 12 (Roberts *et al*, 2006). These data suggest that independent of the cellular system and species background (mouse, rat, or human), the G12V mutation influences the regulation of the same cellular processes.

Potential role of the regulated genes in tumour development and progression were also identified by GO analysis. The genes under the over-represented terms on structural molecular activity, cell growth, and cell proliferation include several genes directly annotated with tumorigenesis. For example, *Runx3* was described as a tumour suppressor in gastric carcinogenesis (Peng *et al*, 2008). Significant overexpression of transcript *Zfp36l1* was found in lymph node and breast carcinomas (Abba *et al*, 2007), and increased *Fabp5* expression induces metastasis in human prostate carcinomas (Morgan *et al*, 2008). Through such functional roles of genes differentially expressed by constitutive *Kras* activation or its overexpression, *Kras* potentially influence tumour progression.

Angiogenesis is a cellular function whereby solid tumours recruit their own blood supply. In microarray studies, it was hypothesised that fibroblast secrete molecules that both promote and inhibit angiogenesis (Pollina *et al*, 2008). *Lox*, *Sparc*, and *Sod1* genes with copper-binding capacity have been associated with angiogenesis (Lane *et al*, 1994; Juarez *et al*, 2006; Shieh *et al*, 2007). Those genes identified in our study to be associated with angiogenesis indicate pathways involved in *Kras*-mediated tumour development and metastasis.

Different levels of aggressiveness in the transforming phenotype induced by mutations in *Kras* codons 12 or 13, and the overexpression of the *Kras* proto-oncogene in transfected tumour cells have been described (Guerrero *et al*, 2000; Bazan *et al*, 2002). In our study, activated Ras was stronger increased in Kras^G12V^ than Kras^G13D^ cells suggesting a diminished protein stability of the Kras^G13D^ oncoprotein. It would be speculated that due to the possible switch from the activated to the non-activated state of overexpressed wt *Kras*, this overexpression has no influence on the amount of activated Ras molecules. Thus, despite many similarities in their oncogenic capacity the different mutant forms and overexpression of *Kras* may lead to a modulated activation of downstream targets that are responsible for these distinct oncogenic capacities. For example, the G12V mutation was more prevalent in metastatic human colorectal carcinoma than the codon 13 mutation (Al-Mulla *et al*, 1998).

The two genes, *Lox* and *Col1a1,* exhibiting either a reverse or non-regulation in the various transfectants may contribute to the different malignant phenotype. Despite the well-known physiological activity of *Lox*, its role in oncogenesis is quite controversially discussed. Elevated expression levels of *Lox* were detected in hypoxic human tumour cells (Erler *et al*, 2006) and in invasive/metastatic human breast cancer cell lines (Payne *et al*, 2005). However, reduced *Lox* levels were also observed in many cancers and cancer-derived cell lines (Csiszar *et al*, 2002; Kaneda *et al*, 2004). Additionally, *Lox* expression could inhibit the transforming activity of the Ras oncogene in NIH3T3 fibroblasts (Min *et al*, 2007) suggesting a possible role of *Lox* as tumour suppressor (Di Donato *et al*, 1997). Paradoxically, *Lox* expression is associated with both tumour suppression and tumour progression. Its role in tumorigenesis seems dependent on cellular location, cell type, and transformation status (Erler *et al*, 2006). The lower expression of *Lox* in the Kras^G12V^-induced tumours may contribute to the higher aggressiveness of this mutation. In contrast, the upregulation of *Lox* in Kras^oe^ transfectants could be interpreted as an important inhibitory factor of the transforming activity of *Kras*.

The downregulation of type I collagen gene (*Col1a1*) is a common feature of Ras transformation (Thomas *et al*, 2005). However, the overexpression of wt Ras itself is apparently not sufficient to reduce the expression of *Col1a1* (Slack *et al*, 1992). 

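The chains of collagen as a group were lower in Kras G12V than in Kras mock and Kras oe. Of the 13 collagen chains measured in Kras G12V, 11 lay below 0, among them *Col3a1* (−1.22) and *Col1a2* (−0.24), which encode chains of type III and type I collagen and lay at 1.16 and 0.90 in Kras oe. None of the 13 was called alone. The median log2 difference of the list was −0.23 between Kras G12V and Kras mock (adjusted p = 0.00134 from camera, and 0.039 with an estimated correlation) and 0.58 between Kras oe and Kras G12V (adjusted p = 3.68e-04, and 0.032 with an estimated correlation), and 12 of the 13 chains were higher in Kras oe than in Kras G12V. Against NIH3T3 the median was −0.17 in Kras G12V (adjusted p = 0.291), 0.39 in Kras oe (0.00216, and 0.0464 with an estimated correlation), 0.30 in Kras mock (0.00278, and 0.0495 with an estimated correlation) and 0.02 in Kras G13D (0.299). Between Kras G12V and Kras G13D it was also −0.17 (adjusted p = 0.0533).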

Decreased expression levels of *Col1a1* were identified only in Kras^G12V^ transfectants showing the highest Ras activity. Furthermore, no effects of wt Ras overexpression in rat fibroblasts on *Col1a1* mRNA level were found (Slack *et al*, 1992), whereas the gene was upregulated in Kras^oe^ cells. We conclude that the overexpression of *Col1a1* may suppress the transformed phenotype, whereas the downregulation of *Col1a1* mediated by the codon 12 *Kras* mutation contributes to the neoplastic phenotype with the ability of tumour cells to metastasise.

Identification and characterisation of genes differentially regulated by *Kras* overexpression and different *Kras* mutant forms should shed light on the understanding of how this oncogene regulates cell transformation and tumorigenesis.

## Figures and Tables

**Figure 1:**
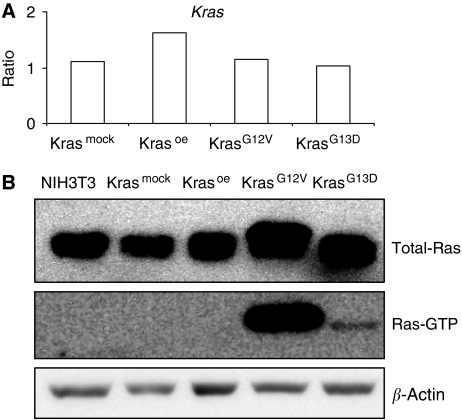
*Kras* transcript and protein expression levels. (**A**) *Kras* expression levels were measured by qRT–PCR. The results are given as the linear ratio of expression levels relative to the expression level of *Kras* expression in the non-transfected NIH3T3 cells. Numbers on the *Y* axis show the fold changes of gene expression levels. (**B**) Quantification of total Ras and activated Ras molecules by western blotting. *β*-actin served as loading control.

**Figure 2:**
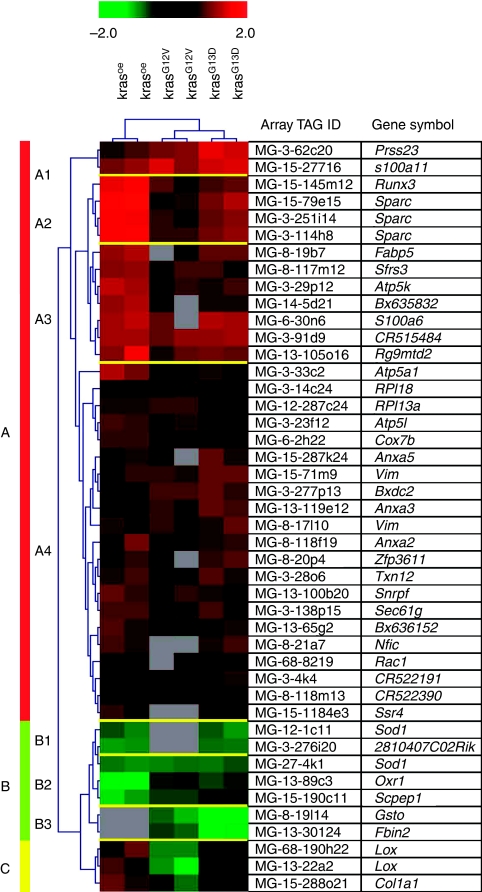
Hierarchical cluster analysis. Hierarchical cluster analysis was performed using gene expression data from 44 probes significantly differentially expressed in at least two out of three transfected NIH3T3 cell lines. For each gene, red indicates higher expression relative to the control and green indicates lower gene expression. Grey boxes represent genes with expression levels below detection limits. Several subgroups of genes with similar expression patterns are colour coded to the left of the heat plots.

**Figure 3:**
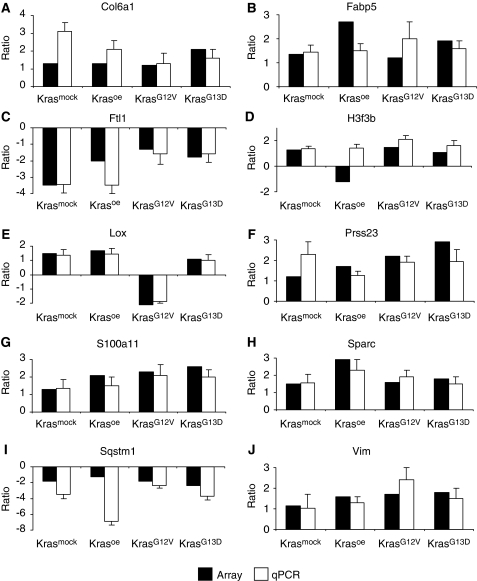
Validation of microarray experiments. qRT–PCR from 10 regulated genes in the four transfected cell lines compared with microarray data. Results are illustrated as ratios of expression relative to the expression of the reference (non-transfected NIH3T3 cells). Black columns represent the mean linear ratio of four microarray experiments, and white columns the mean linear ratios of qRT–PCR. Numbers on the *Y* axis show the fold changes of gene expression levels. Data represented are : (**A**) *Col6a1*, (**B**) *Fapb5*, (**C**) *Ftl1,* (**D**) *H3f3b,* (**E**) *Lox,* (**F**) *Prss23,* (**G**) *S100a11,* (**H**) *Sparc,* (**I**) *Sqstm1,* and (**J**) *Vim*.

**Table 1:** Gene ontology

**GO term**	**Gene symbol**
*(A) Molecular functions*	
Calcium–ion binding	*Anxa2, Anxa3, Anxa5, Fbln2, S100A11, S100A6, Sparc, Ssr4*
Nucleic acid binding	*Nfic, RPl18, Runx3, Sfrs3, Snrpf, Zfp36l1*
Catalytic activity	*Anxa3, Atp5a1, Cox7b, Lox, Rac1, Sod1*
Transporter activity	*Atp5a1, Atp5 l, Cox7b, Fabp5, Sec61G*
Structural molecule activity	*Col1a1, Fbln2, Rpl13a, Rpl18, Vim*
Enzyme regulator activity	*Anxa2, Anxa3, anxa5, S100a6*
Lipid binding	*Anxa2, Anxa3, Anxa5, Fabp5*
Oxidoreductase activity	*Cox7b, Lox, Sod1*
Protein binding	*S100A6, Sparc, Vim*
	
*(B) Biological processes*	
Cell growth	*Atp5a1, Atp5 l, Fabp5, Nfic, Rac1, Runx3, S100a11, S100a6, Sec61 g, Ssr4, Zfp36l1*
Development	*Anxa2, Col1a1, Cox7b, Fabp5, Rac1, S100a6, Sod1, Sparc*
Nucleic acid metabolism	*Atp5a1, Atp5 l, Nfic, Runx3, S100a11, Sfrs3, Snrpf*
Cell proliferation	*Nfic, Ras1, Runx3, S100a11, S100a6, Zfp36l1*
Protein metabolism	*Lox, Rpl13a, Rpl18, Sec61g*

How the deposited data were processed for this re-analysis (not part of the article)

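RNA of 4 lines of stably transfected NIH3T3 cells (Kras mock, Kras oe, Kras G12V and Kras G13D) was hybridised against RNA of non-transfected NIH3T3 cells on 16 glass cDNA arrays, 4 per line. The transfectant carried Cy5 on replicates 1 and 2 and Cy3 on replicates 3 and 4. The authors scanned the arrays, read them with GenePix Pro and normalised them by total intensity in MIDAS. The deposited table holds 1 log2 ratio of the channels per probe and array. Its direction was inferred as likely Cy5 over Cy3 from the dye labels and from the directions that the paper prints for *Lox* and *Col1a1*, so the signs of these genes here are not independent of the paper, and replicates 3 and 4 were multiplied by −1. Values above 12, a constant repeated on each array, were set to missing. The signal/noise filter and the one bad tolerance policy need spot intensities, which were not analysed here. A flip-dye filter on the ratios, with assumed dye-swap pairs, was run as an alternative after seeing the data.

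Probes were named from the platform's annotation with current mouse symbols, and older symbols of the paper were matched to these. Of 41 genes that the paper names, 34 have a named probe. A gene on several probes was given the mean of its probes on each array.

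Group means were fitted with limma 3.58.1 in R 4.3.3 (statmod 1.5.0), with no dye term in the fit, and the variances were moderated with a prior variance of 0.6132 at 3.082 degrees of freedom. A probe was tested in a line if it had a value in both dye orientations, and in a comparison of lines if this held in both. Calls needed a Benjamini-Hochberg adjusted p under 0.05 and a ratio over 1.5 (log2 0.585), adjusted within each comparison. Each line was tested against 0, and each pair of the 4 lines against each other. Comparisons that share the Kras mock arrays or the NIH3T3 RNA share their chance values.

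Most genes named in the text were chosen by a rule set before the data were examined. It takes each gene that the paper names in its text, in Table 1 or in Figures 2 and 3, and per line the 10 higher and the 10 lower called probes with a symbol and the strongest change whose measured arrays all lie on one side of 0. From each comparison of lines it takes the 5 higher and 5 lower called probes whose groups do not overlap. The values in the paper's table and figures had been seen by then. Probe-level calls at a count of 5 or fewer, genes called in a comparison of lines at gene level, the genes of the multiclass SAM and members of tested lists given as examples (*Mapk14*, *Map2k1*, *Col3a1*, *Col1a2* and *Gclm*) were named after their values were seen.

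Gene lists were the rows of Table 1, the genes of Figure 3 and of the text, and lists of pathways and of cell types, fixed before the data were examined. They were tested with limma's camera at a preset correlation of 0.01 over the 6074 genes measured on all 16 arrays, and again with an estimated correlation. The 38 lists and 10 comparisons gave 380 tests, adjusted together, of which 86 passed with the preset correlation and 21 with the estimated one. One list had too few measured genes and was not tested. *Ras1* in the cell proliferation row of Table 1 was read as *Rac1*, as printed in its other rows.

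SAM was written anew after the paper's methods, with 16 sign changes for 1 line and 100 permutations for 3 lines, fewer permutations than the paper gives, on probes measured on all arrays concerned. Correlations and Euclidean distances between lines were taken over the mean log2 ratios of probes, with average linkage. The expected correlation of unchanged lines came from 20 simulations, first with the residual variance averaged over the lines and, after those values had been seen, with the variance between arrays of one dye orientation, averaged likewise. Each probe thus had the same simulated spread in all lines.

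The steps were tested on simulated data with 50 changed probes at each of 2-, 4-, 8- and 16-fold. With a dye effect, 24, 46, 49 and 49 of them were recovered in Kras oe, and 5, 31, 45 and 46 in Kras oe against Kras mock. A first test of the share of false calls, on lines of unequal spread, failed its bound of 15%, and the bound was then placed on lines of equal spread, where the share was 4.69%. Alternatives to the normalisation, the filter, the dye term, the block of replicate number, the unit of replication, the spread estimate, the thresholds and the test were run, and each array was left out in turn.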

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

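The tests of dye bias and of the shared NIH3T3 RNA on the genes of oxidative stress, of dye bias on the collagens, both tests on the low count in Kras G13D and the splits over all 38 lists were chosen after the result was seen.

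In 10 of 180 groups of 4 arrays 1 array stood far from the others, 5.56% where chance gives 5%. Genes on the same arrays are not independent, so this share does not judge a single array. Replicate 2 of Kras mock did so most often, for *Prss23* (−0.275, others 1.225 to 1.314), *Sparc* (0.114, others 1.217 to 1.244), *Anxa5* (−0.418, others 0.666 to 0.883), *Cox7b* (−0.165, others 0.467 to 0.502), *Atp5k* (−0.628, others 0.778 to 0.974) and *Bxdc2* (−0.274, others 0.556 to 0.668). It lay below the others each time, and with array weights it had the lowest weight of all arrays (0.322). Further such values were *Ssr4* in Kras oe replicate 4 (0.244, others 0.597 to 0.644) and in Kras G12V replicate 3 (−0.153, others 0.506 to 0.605), *Sfrs3* in Kras G12V replicate 4 (1.47, others 0.312 to 0.432) and the interquartile range of Kras oe replicate 1 (1.272, others 1.164 to 1.175).

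Between lines, 5 genes differed by limma at the level of genes, and 1 list by camera with both correlations. *Adgrf5* was lower in Kras G12V than in Kras mock by a log2 difference of −2.739 (adjusted p = 0.0109 from limma at the level of genes) and higher in Kras oe than in Kras G12V by 2.167. *Gas1* (3.21), *Ifi205* (3.429) and *Tpgs2* (3.31) were higher in Kras oe than in Kras G12V and *Dbn1* lower (−2.779). Collagen chains had a median difference of −0.23 between Kras G12V and Kras mock and of 0.58 between Kras oe and Kras G12V.

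Lists that the paper does not report on moved in single lines, with an adjusted p under 0.05 from camera with both correlations. Genes of oxidative stress and iron, targets of the transcription factor Nrf2, had a median log2 ratio of −0.885 in Kras mock, −0.849 in Kras oe, −0.354 in Kras G12V and −0.552 in Kras G13D. Cell cycle genes were at 0.24 in Kras mock and 0.314 in Kras G13D, collagen chains at 0.298 in Kras mock and 0.393 in Kras oe, and feedback and transcriptional targets of ERK at −0.419 in Kras mock.

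The genes of oxidative stress and iron were lower in all 4 lines, Kras mock included. Dye bias would turn its sign with the dyes, but all 8 medians of a line and a dye orientation were below 0. A normalisation that depends on brightness would lower other abundant transcripts too. In all 4 lines the ribosomal protein genes lay above 0.5 times the list's median (medians −0.203, 0.021, 0.185 and 0.168). Spot intensities were not used here, so the brightness of these probes is not known and this test cannot exclude such a normalisation. A level of these genes that was high in the NIH3T3 RNA of all arrays stays open: it would lower all lines alike, and the list differed between Kras G12V and Kras mock by 0.417 with the preset correlation (adjusted p = 4.77e-05) but not with the estimated one (adjusted p = 0.0711). Of the 35 splits of the 8 arrays, only the real one gave a raw p as small with the preset correlation (3.01e-06, next 0.000584). The list was picked among 38 by its p, and over all 38 lists no other split gave a p under 0.000584 either. The comparison of lines was picked by its p as well and 35 splits are few, so chance is less likely for that p but not excluded. The dependence on the correlation stays. A biological cause common to transfection and culture was not tested.

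In Kras G13D 2 probes were called, fewer than in any other line. Much smaller changes are not what the arrays show. The SD of changes shared by both dye-balanced sets of 2 arrays was 0.239 in Kras G13D, near the 0.242 of Kras mock and 1.12 times the lowest of the other lines (0.214 in Kras G12V). It was below the 0.292 of Kras oe, so smaller changes than in that line stay open. A spread pooled over lines may account for the count: the residual SD was 0.267 in Kras G13D against 0.602 to 0.657 elsewhere, and with a weight for each array 431 probes were called, 310 higher and 121 lower, including both. With each line fitted alone limma called 0 in every line, with 2100 probes at an unadjusted p under 0.05 in Kras G13D and 782, 1067 and 756 in Kras mock, Kras oe and Kras G12V, and the one class SAM called 9 in Kras G13D, so the number called depends on the test. No biological explanation was tested.

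The collagen chains were lower in Kras G12V than in Kras mock and Kras oe. Against dye bias, the median difference was below 0 in all 4 comparisons within a dye orientation (−0.274, −0.498, −0.756 and −0.558). Against a single array, the highest raw p with any array left out was 0.00178. Of the 35 splits, only the real one gave a raw p as small, at 0.000155 against Kras mock (next 0.00948) and 3.48e-05 against Kras oe (next 0.0069). This list too was picked by its p, and over all 38 lists the smallest p of another split was 0.000584 and 0.00233. The comparisons of lines were picked by their p as well and 35 splits are few, so chance is less likely but not excluded. A lower expression of collagen genes in Kras G12V may be biological, as a hypothesis found and tested on the same arrays, and a difference between cultures stays open, as 1 line stands for each form of *Kras*.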

How the results depend on the processing

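The array weights, the dye term for each line, the pairs 1-4 and 2-3, the flip-dye filter, the values on all 16 arrays, the Table 1 genes for the distance and the list tests without Kras mock replicate 2 were chosen after seeing the data. Of 66 calls of named genes, 66 held with median-centred arrays or no ratio threshold, 65 with a ratio over 2, 64 with any 2 values in a line, 64 with a dye term, 58 with robust eBayes, 56 with a dye term for each line, 42 with the replicate block, 27 with array weights and 34 to 53 with one array left out. Of those still tested, 50 of 53 held with values on all 4 arrays of a line, 60 of 63 with the flip-dye filter and 52 of 52 with values on all 16 arrays. None of these calls of named genes was called with the opposite sign in those settings.

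With values required on all 4 arrays of a line, 11 probes were called in Kras G12V. A dye term gave 72 in Kras mock, 166 in Kras oe, 9 in Kras G13D, 14 in at least 2 of the 3 *Kras* transfectants and 11 of these also in Kras mock. A dye term for each line gave 62 in Kras mock, 256 in Kras oe, 55 in Kras G12V, 15 in at least 2 lines, 10 shared with Kras mock and 5 not, with 15 between Kras oe and Kras G12V and 1 between Kras oe and Kras G13D. Robust eBayes gave 16 in Kras G12V.

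The replicate number as a block gave 13 in Kras G12V, 0 in Kras G13D, 5 in at least 2 lines, 3 shared with Kras mock and 0 between Kras G12V and Kras mock. The numbers do not pair the arrays: the median r was 0.099 between lines at the same number and 0.093 at the other number of the same dye orientation.

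With dye-swap pairs averaged, under both ways of pairing, and with each line or pair of lines fitted alone, limma called 0 probes in all lines and between Kras G12V and Kras mock, as well as 0 in at least 2 lines, shared with Kras mock or not, against 1380, 2042, 1888 and 533 probes at an unadjusted p under 0.05 in Kras mock, Kras oe, Kras G12V and Kras G13D on all arrays. Of the calls of named genes none held, of 62 and 63 tested with the 2 ways of pairing and of 66 with each line or pair fitted alone. Both settings leave few degrees of freedom.

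Array weights gave 27 in Kras oe, 3 in Kras G12V, 431 in Kras G13D, 23 in at least 2 lines, 15 shared with Kras mock and 8 not, and 0 between Kras G12V and Kras mock. The flip-dye filter gave 69 in Kras mock, 254 in Kras oe and 99 in Kras G12V, and 5 between Kras oe and Kras mock, 9 between Kras G12V and Kras mock, 2 between Kras G13D and Kras mock, 13 between Kras oe and Kras G12V and 5 between Kras oe and Kras G13D. Values on all 16 arrays gave 92 in Kras mock, 173 in Kras oe, 20 in Kras G13D, 23 in at least 2 lines, 15 shared with Kras mock and 8 not, 2 between Kras G12V and Kras mock and 7 between Kras oe and Kras G12V. The one class SAM called 0 in Kras mock, 4 in Kras oe, 3 in Kras G12V and 9 in Kras G13D, and the multiclass SAM 7 not in Kras mock and 0 shared with it. The cause of these changes was not tested, apart from the spread in Kras G13D.

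In simulated arrays of unequal spread, 11.6% of the calls in Kras oe were false with a dye effect and 23.4% without, 6.06% and 5.98% with array weights, 23.3% and 49.6% with the flip-dye filter, and 6.47% and 3.33% in the one class SAM.

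With one array left out the count was 3 (without Kras mock replicate 3) to 37 (without Kras mock replicate 2) in Kras mock, 27 (without Kras oe replicate 4) to 127 (without Kras mock replicate 2) in Kras oe, 8 to 18 in Kras G12V, 0 (without any one Kras G13D array) to 5 (without Kras mock replicate 2) in Kras G13D, 3 to 11 in at least 2 lines, 1 to 8 shared with Kras mock and 1 to 4 not. Between lines it was 0 to 2 for Kras G12V and Kras mock, 0 to 1 for Kras oe and Kras G12V and 0 for the other pairs by limma. A left-out array leaves its line with more arrays of one dye orientation, so part of a dye effect stays in the mean of that line. The correlation was 0.0556 to 0.0781 for Kras oe and Kras G12V, 0.143 to 0.173 for Kras oe and Kras G13D and 0.0895 to 0.106 for Kras G12V and Kras G13D, and 0.0299, 0.059 and 0.075 as differences from Kras mock with the Kras mock arrays split between the lines. The distance between the mutants over the mean distance of Kras oe to them was 1.76 in the chosen setting, 1.48 to 2 with one array left out, 0.877 on all probes, 1.01 with 1 minus Pearson's r and 1.03 on the Table 1 genes. Of the list tests 79 to 91 passed, and 21 with the estimated correlation.

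Signal over background was not analysed here, so its limit on weak probes is not known.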

Differences from the paper's values

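The paper's thresholds, a false discovery rate under 0.05 and a ratio over 1.5, were used for the counts, but its filters on spots and the original SAM program were not. In at least 2 of the 3 *Kras* transfectants the paper gives 61 regulated genes, against 8 probes here, in both these and Kras mock 17 against 6, and not in Kras mock 44 against 2. None of the alternatives set before the data were examined came within the paper's counts. For the ratios below, an alternative came within the paper's value if it had the same sign and a log2 ratio no further from it than the SD of the arrays in the chosen setting, or for 1 probe alone the SD of that probe, so a probe can come within it and lie further off. In the chosen setting 12 of 40 ratios of Figure 3, read by eye, and 3 of 6 of the text were outside this range, and the others were within it.

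For *Lox* the paper gives a ratio of 1.8 in Kras oe and −1.07 in Kras G13D, against 1.39 and 1.05 here, and a 2.1-fold lower level in Kras G12V, against 1.43-fold here. Probes 1602 and 18433, each taken alone, came within the paper's values in all 3 lines, and the other 27 of 29 alternatives did not.

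In Figure 3, read by eye, *Col6a1* is at about 1.3 in Kras mock and about 1.3 in Kras oe in the paper, against 2.41 and 2.35 here, and no alternative came within it. In Kras G12V it is at about 1.2 in Figure 3, read by eye, against −1.09 here, and only without Kras G12V replicate 4 did the value come within it. *Fabp5* in Kras G12V is at about 1.2 in Figure 3, read by eye, against 1.53 here, and no alternative came within it. For *H3f3b* the paper's Figure 3, read by eye, has about −1.2 in Kras oe and about 1.1 in Kras G13D, against 1.25 and 1.5 here, and no alternative came within it. *Lox* is at about 1.7 in Kras oe in Figure 3, read by eye, against 1.39 here, within it without Kras oe replicate 1 or 2 and on probes 1602 and 18433, and at about −2.1 in Kras G12V in Figure 3, read by eye, against −1.43, within it on the same probes alone. *Sparc* in Kras oe is at about 2.9 in Figure 3, read by eye, against 3.09 here, within it with median-centred arrays, without Kras oe replicate 2 or 4, and on each of its probes 5137 (3.27), 8471 (3.09) and 11087 (2.93) alone. *Sqstm1* is at about −1.8 in Kras mock in Figure 3, read by eye, against −2.97 here, within it without Kras mock replicate 1, 3 or 4 and on probe 308. In Kras oe it is at about −1.3 in Figure 3, read by eye, against −4.93 here, and no alternative came within it, and in Kras G13D at about −2.4 in Figure 3, read by eye, against −1.86, within it with median-centred arrays, without Kras G13D replicate 2 or 3 and on probes 308 (−1.32, further off), 17497 and 18266. The other alternatives differed as the chosen setting did.

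The paper's clustering puts Kras G12V and Kras G13D closer to each other than to Kras oe. The 2 called probes cannot test this, since both were called in Kras oe and Kras G12V and not in Kras G13D. On all 9909 probes Kras oe and Kras G13D were closest by the Euclidean distance (46.9, against 49.1 for Kras G12V and Kras G13D) and by 1 minus Pearson's r. On the Table 1 genes, a choice made after seeing the values, Kras oe and Kras G13D were closest too (1.39). They were closest as well in mean squared distance with the variance between arrays of one dye orientation taken off, an estimate chosen after seeing the values (0.0196, against 0.0269 for Kras G12V and Kras G13D and 0.0527 for Kras oe and Kras G12V). With the residual variance taken off, all pairs fell below 0 (−0.0257 for Kras G12V and Kras G13D, −0.0238 for Kras oe and Kras G12V and −0.0223 for Kras oe and Kras G13D), so these values cannot rank the pairs. In other measures Kras G12V and Kras G13D stood closest. As differences from Kras mock with the Kras mock arrays split between the lines, the correlation was highest for them (0.075, against 0.0299 for Kras oe and Kras G12V and 0.059 for Kras oe and Kras G13D). So was the covariance beyond simulation (0.0271, against 0.0122 and 0.0189), whose sign depends on a noise estimate chosen after seeing the values.

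The paper takes the genes of Figure 2 as regulated in at least 2 of the transfectants. Here 7 of 29 were called in Kras oe and 0 in Kras G12V and Kras G13D by limma. *Lox* and *Col1a1* were called under no setting. *S100a11* was called in Kras oe, Kras G12V and Kras G13D with a dye term or the replicate block, *S100a6* in Kras oe with either and *Sfrs3* in Kras oe with a dye term. A dye term for each line, chosen after seeing the values, called *S100a11*, *S100a6* and *Sfrs3* in Kras oe and *S100a11* and *S100a6* in Kras G12V. *Atp5a1* was called in Kras oe on probes 6862 and 12054 alone and *Runx3* on probe 3508 alone. *Sparc* in Kras mock and Kras G13D and *Fbln2* in Kras G13D were called without Kras mock replicate 2, and on values from all 16 arrays, chosen after seeing the values, and *Fbln2* in Kras G13D with a dye term, common or for each line. Array weights, chosen after seeing the values, called in Kras G13D *Col6a1*, *Fabp5*, *Ftl1*, *Prss23*, *Sqstm1*, *Vim*, *Rac1*, *Anxa5*, *Anxa2*, *Sod1*, *Anxa3*, *Ssr4*, *Sfrs3*, *Cox7b*, *Sec61g*, *Atp5k*, *Bxdc2*, *S100a11*, *S100a6*, *Sparc* and *Fbln2*, and kept 27 of the 66 calls of named genes.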

Other observations

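The tests of splits and of sign patterns were planned before their results were seen, and the lists were fixed before the data were examined.

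Genes that the paper does not discuss shared a direction across the lines. *Hmox1*, which degrades heme, was lower in Kras mock (−1.91) and Kras oe (−1.85), and lay at −1.33 in Kras G12V and −1.70 in Kras G13D. *Gclm*, a subunit of the enzyme that starts glutathione synthesis, lay at −1.65, −1.41, −0.25 and −1.52. In the list of oxidative stress and iron genes 6 of 20 genes in Kras mock, 6 of 19 in Kras oe, 2 of 18 in Kras G12V and 3 of 19 in Kras G13D were called lower, and 12, 14, 7 and 7 when adjusted over the list alone. The adjusted p with an estimated correlation was 0.00167, 0.00498, 0.039 and 0.00167.

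The subunits of mitochondrial ATP synthase and cytochrome c oxidase had a median log2 ratio of 0.428 in Kras oe, with 21 of 23 above 0 and 2 called (adjusted p = 2.96e-06 from camera, and 0.226 with an estimated correlation). Against Kras mock their median was 0.362 in Kras oe (adjusted p = 5.49e-04, and 0.379 with an estimated correlation), but 0.17 without Kras mock replicate 2 (adjusted p = 0.0306), whose median was −0.395 against 0.161 to 0.341 on the other Kras mock arrays and 0.207 to 0.742 on those of Kras oe. Genes of cholesterol synthesis lay higher in Kras oe than in Kras G12V by 0.456 (adjusted p = 0.0159, and 0.106 with an estimated correlation). ERK targets lay higher in Kras G12V than in Kras mock by 0.488 (adjusted p = 0.0168, and 0.101 with an estimated correlation). Of the 35 splits only the real one (1) gave a raw p as small for the ERK targets (0.00332, next 0.0119), but the list was picked among 38 by its p, and 6 of 35 splits gave a p as small in some list (a count chosen after seeing the data), so chance is not excluded. In Kras G13D their median was 0.051 while the test pointed down (adjusted p = 0.0151, and 0.0947 with an estimated correlation). Markers of epithelial, muscle, endothelial, and macrophage and blood cells did not pass in any line.

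Turning the signs of the arrays of a line gives 8 patterns, too few for a share under 0.05. The real pattern called 26 probes in Kras mock, 96 in Kras oe, 25 in Kras G12V and 2 in Kras G13D, and the highest other pattern 0, 9, 15 and 0, where 9 and 15 came from the pattern that follows the dyes. In each line only 1 pattern, the real one, called as many.

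Between Kras G12V and Kras mock 9 of 35 splits of the 8 arrays called as many probes as the real 1, with a highest of 7, so chance is not excluded. For Kras oe and Kras mock, Kras G13D and Kras mock, Kras oe and Kras G12V, Kras oe and Kras G13D, and Kras G12V and Kras G13D the real split called 0 by limma (unadjusted p under 0.05 for 1091, 436, 1456, 650 and 660 probes). No split can call fewer, so that all 35 splits called as many tests nothing, and the highest other splits called 52, 0, 145, 0 and 1. The splits that follow the dyes gave the 52, 145 and 7, which points to the dye orientation as a structure of these arrays. With a dye term in the fit, which takes this structure into account, the counts between lines stayed at 0, or 1 for Kras G12V and Kras mock, while a dye term for each line, chosen after seeing the data, gave 15 between Kras oe and Kras G12V.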
